A study of Mus musculus with 12 samples.

How the data were processed

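Total RNA of 12 samples of mouse MLL-AF9 leukemic cells was isolated with TRIzol after overnight culture with IL-3, IL-6, GM-CSF and SCF and infection with a control or Cre retrovirus, per the labels' protocols. Libraries were stranded, depleted of ribosomal RNA and sequenced on a NextSeq instrument. One table of the whole series was used, with 1 column per library and 28042 rows named by gene symbol; 0 columns were left without a sample. STAR, Cufflinks and Cuffdiff 2.2.2.20150701 and the builds GRCm38 and mm10 are named, with no role or order, per the submitters' processing notes. The unit is not stated in the header or the labels. The deposited values were taken as FPKM (fragments per kilobase of transcript, scaled to the number of fragments), the unit Cufflinks gives. They summed to between 548383 and 1211907 per library. The upper quartiles of the libraries lay between 9.38 and 9.91. The scaling between libraries and the annotation are not given in the sources used here.

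Values in FPKM are not counts, and no count model was used. Depth was estimated from low values (mean under 0.3 FPKM), whose ratios between libraries are ratios of whole numbers where whole fragments were counted. Between 52.7% and 60.5% of the compared values lay on such ratios within 0.02 on the log2 scale, against 14.2% to 18.3% off the steps. With the transcript lengths of 410 genes the library WT-GFP 1 came to about 12.7 M fragments (interquartile range 12.5 to 12.96 M). The 12 libraries lay between 4.0 M (WT-Cre 2) and 18.9 M (WT-GFP 3).

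Of 25263 symbols, 1855 had several rows (4634 rows); the row with the highest mean was kept. The 10 highest rows held 26.6% to 52.2% of all FPKM in a library. Among the highest were *Snn* (up to 140876 FPKM) and *Tep1* (up to 165947), above *Actb* (up to 6281). Whether such rows hold merged loci was not tested, so the level of a row need not be that of the named gene alone. Of the protein-coding symbols of GENCODE M21 (GRCm38), 70.0% had a row. *Hoxa3*, *Hoxa5* and *Hoxa6* had none and were not analysed here. Coordinates are those of GENCODE M21, matched by symbol.

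Differences were tested with limma 3.58.1 (limma-trend; R 4.3.3) on log2(FPKM + 1) for the 13169 symbols with a mean of at least 1 FPKM, in 1 fit of 4 groups of 3 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. A log2 change on this scale understates the change of low genes. The contrasts were Hoxa-del against Hoxa-flox, WT-Cre against WT-GFP, the difference of these changes (interaction), Hoxa-flox against WT-GFP and Hoxa-del against WT-Cre. The design, the alternatives, 33 gene lists and the rule for named genes were fixed before the data were examined. Of the lists, 29 had at least 3 tested genes and were tested with camera (preset correlation 0.01), with an estimated correlation beside it. The summed Hoxa level was compared with an exact two-sided permutation test. Tables and these tests used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

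Named genes were, for the contrasts with Cre and the interaction, every measured Hoxa gene and up to 10 genes with the largest rise and 10 with the largest fall. These had to pass the threshold, with groups that did not overlap and a mean of at least 5 FPKM in the higher group. From each list the 4 members with the smallest adjusted p were added, or the 2 with the highest mean where none passed. For the comparisons between genotypes, 5 and 5 genes and members of lists past the threshold were taken. Some genes that met these rules are not reported here.

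Alternatives were a pseudocount of 0.1, no filter on low values, rescaling to equal upper quartiles, array weights, a fit of only the 2 groups compared, the replicate number as a term (which left 0 genes for WT-Cre against WT-GFP), and each library left out in turn. After 2 sets of libraries of the floxed cells were seen on their first principal component, fits with the set as a term, contrasts within sets, list medians of each set against the WT libraries and a fit with all rows of repeated symbols were added. The WT libraries belong to no set, so the term was used only within a genotype and for the interaction. The sets were read from the same values that were then tested, so p-values with the term may be too small. On simulated data limma recovered 57% of 100 genes changed by 1 on the log2 scale in Hoxa-del against Hoxa-flox. Of 100 genes changed by 2 it recovered 89%. For the interaction it recovered 22% and 62%. In the real data *Hoxa7*, *Hoxa10* and *Hoxa11* changed by -1.06, -1.36 and -1.29 and did not pass over all genes (adjusted p = 0.719 each, limma). The real spread differed between the groups, so the simulated shares need not hold here. The labels do not say whether replicates came from separate cultures or animals, so p-values measure only the spread between these libraries. That spread was pooled over the 4 groups, whose median SD per gene ran from 0.116 (WT-GFP) to 0.357 (Hoxa-del). The p-values may thus be too small between the floxed groups and too large between the WT groups.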

Results

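RNA was sequenced from mouse bone marrow leukemic cells that carried MLL-AF9 (MA9), a fusion of the chromatin regulator MLL with AF9 that drives acute leukemia. The cells had a wild type Hoxa cluster (WT) or one flanked by loxP sites (Hoxa-flox), the target of Cre recombinase. They were infected with a control or a Cre retrovirus and sorted for high GFP. This gave 4 groups of 3 libraries: WT-GFP and Hoxa-flox with the control virus, and WT-Cre and Hoxa-del with Cre. Levels are given in FPKM as mean ± SD of n = 3 libraries, and changes as log2 of FPKM + 1. Rows were read as the genes they are named after; whether some hold the reads of several merged genes was not tested. Estimated depth ran from 4.0 M to 18.9 M fragments per library. The median SD per gene on the log2 scale was 0.116 in WT-GFP, 0.124 in WT-Cre, 0.290 in Hoxa-flox and 0.357 in Hoxa-del.

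The Hoxa cluster encodes homeodomain transcription factors and spans 105.3 kb of chromosome 6. Its genes fell in the floxed cells after Cre but did not disappear. *Hoxa9*, a central factor in MLL-rearranged leukemia, fell from 237 ± 20.1 FPKM in Hoxa-flox to 106 ± 19.3 in Hoxa-del. *Hoxa10* averaged 122 ± 11.6 and 51.5 ± 27.2, *Hoxa11* 38.3 ± 3.02 and 16.2 ± 7.62, *Hoxa7* 45.4 ± 6.78 and 22.1 ± 7.74, and *Hoxa2* 65.5 ± 18.6 and 33.7 ± 5.86. The lower *Hoxa4* averaged 4.19 ± 1.05 and 2.63 ± 0.590. For all of these, every Hoxa-del library lay below every Hoxa-flox library. The mean left in Hoxa-del was 44.6% of Hoxa-flox for *Hoxa9*, 42.1% for *Hoxa10*, 42.5% for *Hoxa11*, 48.6% for *Hoxa7*, 51.4% for *Hoxa2* and 62.8% for *Hoxa4*. *Hoxa13* stayed below the filter, at 0.389 FPKM on average in Hoxa-flox. *Hoxa3*, *Hoxa5* and *Hoxa6* had no row of their own. Whether their reads entered a neighbouring row such as *Hoxa2* or *Hoxa4* was not tested, so the values of those rows are uncertain. The locus of *Hoxa3* spans that of *Hoxa4*.

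**Figure D1:**
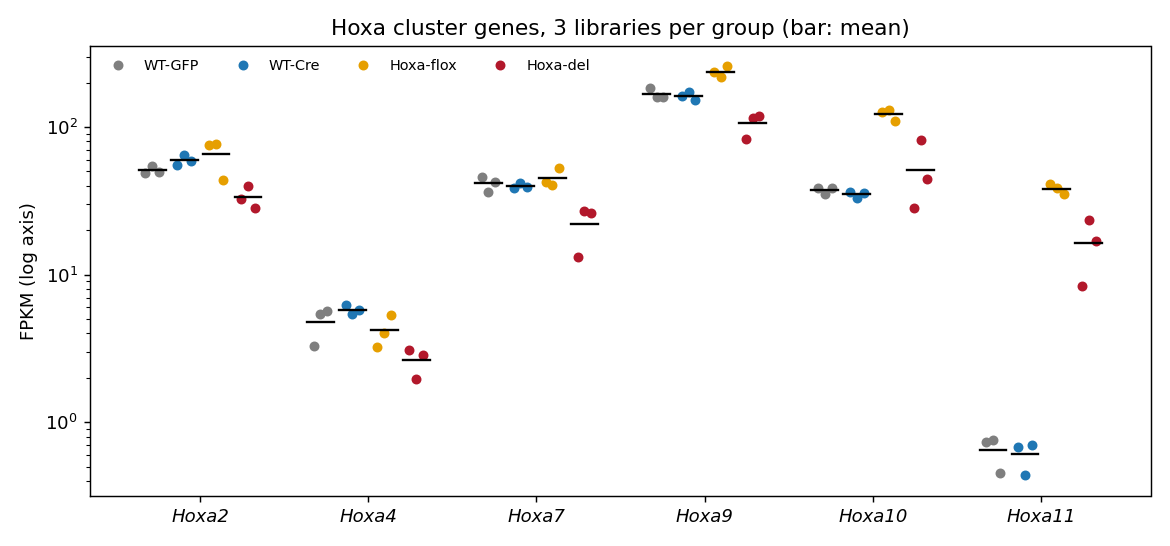
FPKM of 6 Hoxa genes on a log axis; each point is a library and each bar the mean of the 3 libraries of a group. The Hoxa-del points lie below the Hoxa-flox points for Hoxa2, Hoxa4, Hoxa7, Hoxa9, Hoxa10 and Hoxa11.

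These 6 genes fell when adjusted over the list of Hoxa genes alone, and *Hoxa9* also over all genes tested (log2 change -1.17, SE 0.16, adjusted p = 0.0422, limma). As a list the Hoxa genes fell with a median of -1.06 (camera adjusted p = 1.02e-10), also with an estimated correlation (adjusted p = 0.0339). The Hoxa genes with a value summed to 528, 510 and 505 FPKM in the Hoxa-flox libraries and to 170, 289 and 239 in the Hoxa-del libraries. This is a difference of -1.18 on the log2 scale (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allows). In the WT cells the sums were 304 ± 16.1 with the control virus and 303 ± 12.1 with Cre, and 0 Hoxa genes passed there, over all genes or over the list alone. The non-coding transcripts of the cluster fell as a list (4, median -0.84, camera adjusted p = 0.0267; adjusted p = 0.718 with an estimated correlation), and 0 of the 4 passed alone. With a term for 2 sets of libraries described below, that list did not pass (median -0.61, adjusted p = 0.124; medians within the sets -0.92 and -0.11). *Hotairm1* averaged 7.53 ± 4.69 and 3.71 ± 2.91 FPKM in Hoxa-flox and Hoxa-del, and *Hoxa11os* 12.9 ± 5.36 and 5.75 ± 2.54. The genes next to the cluster did not pass as a list (adjusted p = 0.0656); *Hnrnpa2b1* averaged 179 ± 104 and 212 ± 98.4 FPKM. Over all genes, *Hoxa9* kept its call without Hoxa-del 2 (adjusted p = 0.0287) but not without any 1 of the other 5 libraries (adjusted p = 0.0538 to 0.286), nor in a fit of only these 2 groups (adjusted p = 0.966).

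**Figure D2:**
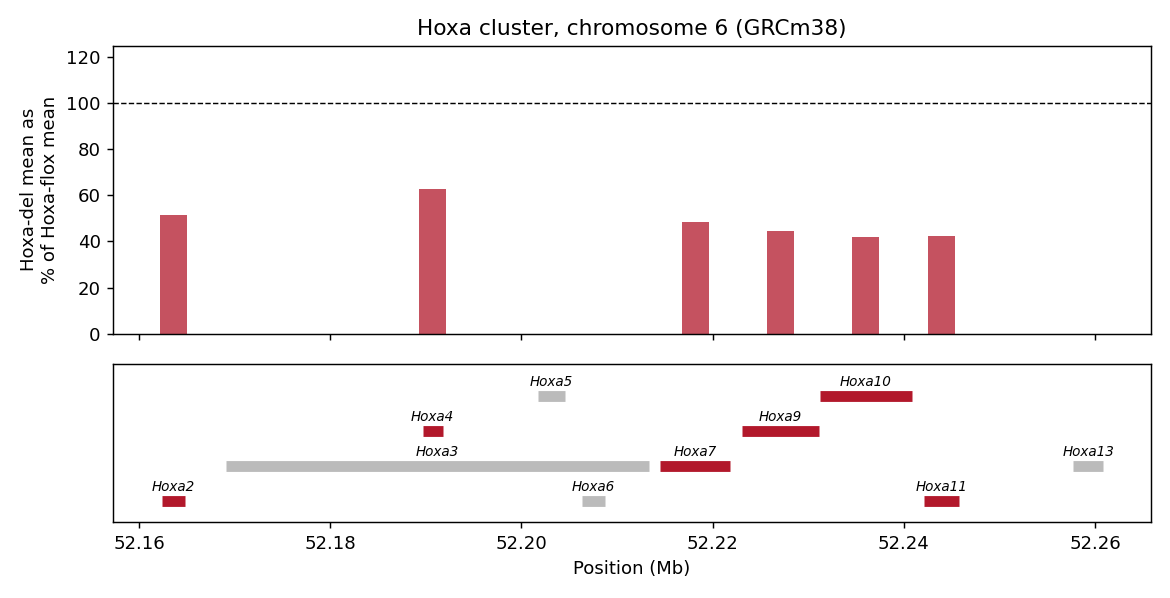
The Hoxa cluster on chromosome 6 with coding genes (lower panel; grey, not tested) and, for the 6 genes in color, the mean FPKM in Hoxa-del as a percentage of the mean in Hoxa-flox (upper panel; dashed line, 100%). The percentages lie between 42.1% and 62.8%.

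Outside the cluster, few single genes passed the test when Cre acted on the floxed cells. *Pgk1*, the glycolytic enzyme phosphoglycerate kinase (chromosome X, 106187100 to 106203699), fell from 2366 ± 498 to 473 ± 130 FPKM. *Aebp1*, a transcriptional repressor (chromosome 11, 5861947 to 5872088), fell from 3336 ± 905 to 668 ± 153 FPKM. The log2 change was -2.33 (SE 0.23, adjusted p = 0.00354, limma) for *Pgk1* and -2.31 (SE 0.24, adjusted p = 0.00567, limma) for *Aebp1*. In all, 4 of 13169 genes passed the threshold, 1 higher and 3 lower, with 826 at an unadjusted p under 0.05. The higher one was *Rn7sk*, the small nuclear 7SK RNA, listed at 0 in the 3 Hoxa-flox libraries and at 37208, 140447 and 34966 FPKM in the Hoxa-del libraries. The other 9 libraries all lay between 34966 and 140447. The table does not tell a failed estimate from a measured 0, so this call is uncertain. The count was 787 without Hoxa-del 2, 12 without Hoxa-flox 3 and 2 without Hoxa-flox 1, where *Aebp1* lost its call (adjusted p = 0.0522). Without Hoxa-del 2 or Hoxa-flox 3, mainly libraries of different sets (described below) were compared. A split by these sets alone called 6847 genes, so the 787 cannot be read as a response to Cre. The count was 1 in a fit of only these 2 groups, where *Pgk1* and *Aebp1* both lost their calls (adjusted p = 0.966 each), 7 without the filter and 5173 with array weights. With the replicate number as a term it was 3, 1 higher and 2 lower, all among the 4. So 1 of *Pgk1*, *Aebp1* and *Hoxa9* lost its call there.

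**Figure D3:**
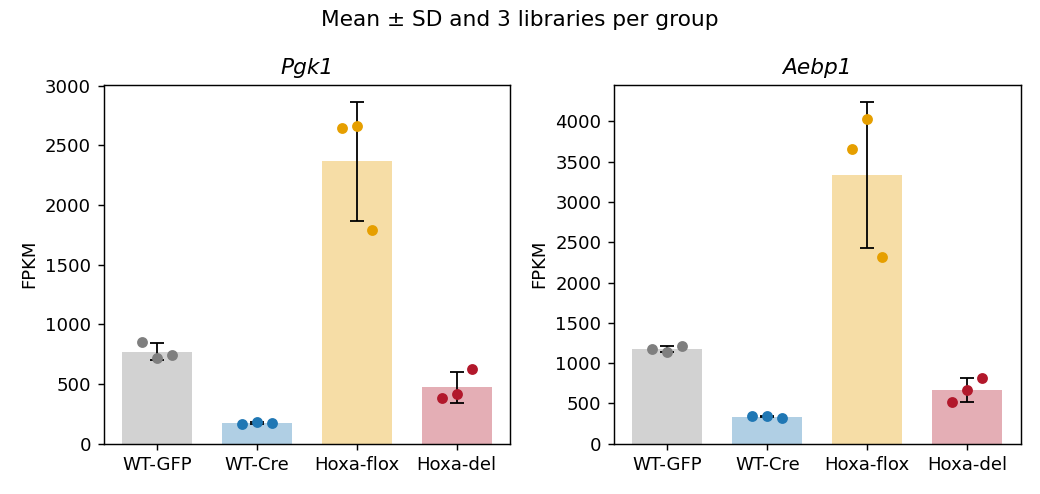
Pgk1 and Aebp1 in FPKM per group; bars are means, error bars the SD and points the 3 libraries. With Cre both lie below the control virus in WT and in floxed cells.

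Genes linked to MLL fusions, Hoxa genes left out and with no common direction assumed, did not pass as a list after Cre (25 genes, 0 passing, median -0.11, adjusted p = 0.988). *Myb*, a transcription factor of progenitors, averaged 208 ± 20.9 FPKM in Hoxa-flox and 206 ± 39.0 in Hoxa-del, and *Cdk6*, a cell cycle kinase, 471 ± 108 and 379 ± 139. Stem and progenitor genes (12, adjusted p = 0.807), primary granule genes (12, adjusted p = 0.495), late neutrophil genes (22, adjusted p = 0.915) and monocyte and macrophage genes (26, adjusted p = 0.577) did not pass either. *Elane*, the neutrophil elastase, averaged 1185 ± 210 and 1372 ± 462 FPKM. p53 targets (28, adjusted p = 0.552) and regulators of apoptosis (22, adjusted p = 0.915) did not pass; the p53 target *Cdkn1a*, a cell cycle inhibitor, averaged 80.6 ± 13.7 and 80.0 ± 21.8 FPKM.

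S phase genes (28, median 0.40, camera adjusted p = 6.15e-07), mitosis genes (30, 0.47, adjusted p = 3.74e-06) and mitochondrially encoded transcripts (3, 1.08, adjusted p = 0.0328) rose as lists. Interferon response genes (28, -0.54, adjusted p = 0.0285) and glycolysis and hypoxia genes (26, -0.26, adjusted p = 0.0139) fell. With an estimated correlation these 5 calls were lost (adjusted p = 0.909), and *Pgk1* was the only member to pass alone. These groups moved with a split of the libraries that crossed the design. Hoxa-flox 1, Hoxa-flox 2 and Hoxa-del 2 resembled each other (r = 0.976 to 0.987 across genes), as did Hoxa-flox 3, Hoxa-del 1 and Hoxa-del 3 (0.951 to 0.977), with 0.911 to 0.927 between them. *Mki67*, the proliferation marker Ki-67, read 16.4, 14.9 and 17.8 FPKM in the first 3 and 88.5, 84.6 and 93.2 in the others. *Oas3*, an interferon-induced antiviral enzyme chosen after its values were seen, read 60.1, 62.9 and 62.5 and then 8.41, 10.2 and 8.39. With this library set as a term the adjusted p was 0.643 for S phase, 0.896 for mitosis, 0.887 for interferon, 0.676 for glycolysis and 0.0588 for the mitochondrial transcripts. Another 5 lists passed only with the term (median and adjusted p): late neutrophil (0.33, 0.0205), inflammatory (0.13, 0.00838), immediate early (0.28, 2.78e-05), cholesterol synthesis (-0.15, 0.0186) and respiratory chain genes (-0.16, 0.0186). Within the sets, 3 of these went opposite ways: late neutrophil (-0.13 and 0.74), cholesterol synthesis (0.14 and -0.48) and respiratory chain genes (0.15 and -0.45). With an estimated correlation the call held for immediate early genes (adjusted p = 0.0353) and was lost for the other 4 (0.337 to 0.930). The sets were read from these same values, so p-values with the term may be too small. The Hoxa genes kept their call (adjusted p = 7.51e-10). Within the sets the median change of the Hoxa genes was -0.65 (1 Hoxa-del against 2 Hoxa-flox libraries) and -1.36 (2 against 1).

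**Figure D4:**
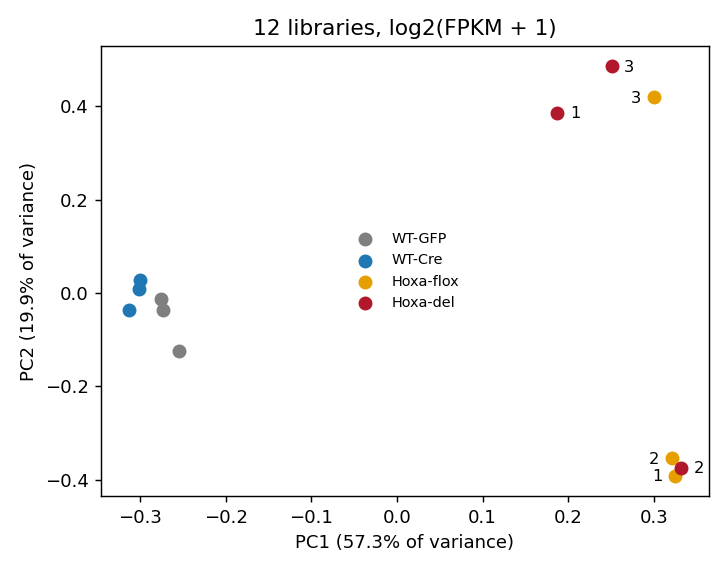
The first and second principal components of the 12 libraries on log2(FPKM + 1), which hold 57.3% and 19.9% of the variance; numbers are replicates.

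In WT cells, where Cre had no floxed cluster to act on, *Pgk1* also fell. It averaged 771 ± 69.2 FPKM with the control virus and 174 ± 8.24 with Cre (log2 change -2.14, SE 0.23, adjusted p = 0.0168, limma). The call held without WT-Cre 1 (adjusted p = 0.0309) and was lost without any 1 of the other 5 libraries (0.0579 to 0.198) and with the replicate number as a term (0.0705). *Aebp1* averaged 1175 ± 39.1 and 336 ± 11.3 FPKM and missed the threshold (log2 change -1.80, SE 0.24, adjusted p = 0.0604, limma). It passed with upper-quartile rescaling (adjusted p = 0.0470), array weights (4.07e-06), only the 2 groups in the fit (0.000501) and the library set as a term (0.00961). In the other 10 alternatives it did not (0.0622 to 0.583, the highest without WT-Cre 2). *Rn7s6*, a 7S RNA gene, was listed at 108, 2447 and 63.0 FPKM in the WT-Cre libraries and at 0 in the other 9 (adjusted p = 0.0402), where again a failed estimate cannot be told from a measured 0. Its call was lost without WT-GFP 1 (adjusted p = 0.318), WT-GFP 2 (0.293) or WT-GFP 3 (0.190), and with the library set as a term (0.0524), without the filter (0.0637), with the replicate number as a term (0.0705) and with only the 2 groups (0.235). *Pgk1* and *Rn7s6* were the 2 of 13169 genes past the threshold, 1 higher and 1 lower, with 312 at an unadjusted p under 0.05. *Hoxa9* averaged 167 ± 14.0 and 162 ± 9.80 FPKM, and *Hoxa11* 0.650 ± 0.172 and 0.608 ± 0.147.

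Small list changes came with Cre in WT cells. Ribosome biogenesis genes (30, median -0.15, camera adjusted p = 0.0213), ATF4 and unfolded protein response genes (27, -0.14, 0.0218), cholesterol synthesis genes (22, -0.16, 0.0356) and S phase genes (28, -0.19, 0.0410) fell. So did respiratory chain genes (27, -0.10, 0.0410), dendritic and MHC class II genes (6, -0.42, 0.0356) and primary granule genes (12, -0.21, 0.0356). Monocyte and macrophage genes rose (26, 0.13, 0.0356). In these 8 lists 0 genes passed alone, and with an estimated correlation 0 lists kept the call (adjusted p = 0.574 to 0.872). With a pseudocount of 0.1, 2 of the 8 lists kept the call and 6 lost it. With upper-quartile rescaling 7 kept it, and with the replicate number as a term 8 did. *Elane* averaged 2301 ± 270 FPKM with the control virus and 1718 ± 114 with Cre, *Calr*, a chaperone of the endoplasmic reticulum, 580 ± 49.1 and 508 ± 7.64, and *Mcm3*, a subunit of the replicative helicase, 55.1 ± 2.99 and 43.6 ± 2.90. The count of single genes was 0 without WT-GFP 1 or WT-GFP 2, 7 without WT-Cre 1, 1 (not *Pgk1*) without WT-GFP 3 or WT-Cre 2, and 2 without WT-Cre 3. It was 18 with array weights, 5 without the filter and 5 in a fit of only these 2 groups.

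The changes with Cre in the 2 genotypes were then compared with each other. The Hoxa genes fell more in the floxed cells: the median difference was -1.12 (camera adjusted p = 1.19e-12; adjusted p = 0.0201 with an estimated correlation). Adjusted over the list alone, calls were made for *Hoxa9* (-1.12, SE 0.22), *Hoxa10* (-1.27, SE 0.40), *Hoxa11* (-1.26, SE 0.40), *Hoxa7* (-1.01, SE 0.33), *Hoxa2* (-1.13, SE 0.29) and *Hoxa4* (-0.76, SE 0.30). Over all genes tested 0 Hoxa genes passed (*Hoxa9* adjusted p = 0.780, limma). The changes of *Pgk1* and *Aebp1* differed between the genotypes by -0.19 (SE 0.32) and -0.50 (SE 0.35) and did not pass. *Rn7sk* was the 1 gene of 13169 past the threshold (adjusted p = 1.01e-06, limma), through its listing at 0 in Hoxa-flox, with the same doubt about a failed estimate, and with 324 genes at an unadjusted p under 0.05. The count was 5 without WT-Cre 1, 2 without WT-GFP 3, WT-Cre 2, WT-Cre 3 or Hoxa-del 3, 4 without the filter and 3452 with array weights. *Pgk1* was the 1 gene called lower with Cre in both genotypes, against 0.000228 for independent lists, though both changes were tested in 1 fit.

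Before Cre, the floxed and the WT leukemic cells differed widely. Macrophage genes were lower in Hoxa-flox: *C1qb*, a complement component, averaged 46.6 ± 5.28 FPKM in WT-GFP and 0.0738 ± 0.0739 in Hoxa-flox, and the scavenger receptor gene *Msr1* 24.9 ± 0.798 and 0.0943 ± 0.0369. The progenitor genes *Cd34* (68.9 ± 6.12 in Hoxa-flox against 2.04 ± 0.119) and *Kit* (35.3 ± 3.20 against 5.25 ± 0.234) were higher, as was *Pbx3*, a partner of Hox proteins (157.2 ± 12.98 against 5.004 ± 1.449). Of 13169 genes, 1749 were higher and 1776 lower in Hoxa-flox (limma, adjusted). Genotype, leukemia and the strain named in the labels (C57BL/6J for floxed, C57BL/6 for WT) differed together, so these differences cannot be assigned to any 1 of them.

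The strongest rises were *Dlk1*, a non-canonical Notch ligand (chromosome 12, 109452823 to 109463336), at 566 ± 7.06 against 0.127 ± 0.0256 FPKM, the basic helix-loop-helix gene *Tcf24* (140 ± 28.4 against 0.149 ± 0.0711), *Thy1* (172 ± 111 against 0.127 ± 0.132), the protocadherin *Pcdh7* (118 ± 8.01 against 0.434 ± 0.145) and the serpin *Serpina3g* (96.8 ± 13.2 against 0.699 ± 0.251). Among the strongest falls were *Cchcr1* (1.33 ± 0.983 against 416 ± 28.1), *Chil1* (1.08 ± 0.816 against 338 ± 25.7) and *Spp1*, osteopontin (1.77 ± 0.496 against 314 ± 7.49). *Rn7sk* was listed at 0 in Hoxa-flox and at 39465 to 57154 in WT cells, with the same doubt about a failed estimate.

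Among the lists, 19 of 26 monocyte and macrophage genes fell and 1 rose (median -2.49, camera adjusted p = 6.74e-14; adjusted p = 0.0918 with an estimated correlation). Late neutrophil genes fell (15 of 22, -2.42, 8.06e-08), among them *Fcnb* (0.203 ± 0.203 against 28.4 ± 1.85 FPKM) and *Mmp8* (2.10 ± 0.497 against 33.2 ± 0.221). Inflammatory genes (8 lower and 2 higher of 22, 0.0316), with the chemokine *Ccl2* at 0.235 ± 0.142 against 39.6 ± 1.38, megakaryocyte genes (4 lower and 1 higher of 9, 0.0302), with *Pf4* at 1.69 ± 1.03 against 93.5 ± 7.75, and p53 targets (8 lower and 2 higher of 28, 0.0114), with *Gdf15* at 0.376 ± 0.226 against 6.90 ± 1.03, fell as lists. Cytosolic ribosomal proteins rose (27 of 32, 1.22, 1.305e-11), for example *Rps4x* at 490 ± 75.5 against 172 ± 0.810. So did glycolysis and hypoxia genes (14 of 26, 9.13e-07), with *Aldoc* at 58.0 ± 22.8 against 3.53 ± 0.0604, interferon response genes (16 of 28, 2.33e-06), with *Oasl2* at 31.4 ± 20.7 against 0.567 ± 0.198, and cholesterol synthesis genes (8 of 22, 0.000632). Stem and progenitor genes (6 of 12 higher, 1 lower, 0.00177), the MLL fusion list (13 of 25 higher, 3 lower, 0.00211) and ribosome biogenesis genes (9 of 30, 0.00211) rose. Respiratory chain genes (4 of 27 higher, 1 lower, 0.0316) and the Hoxa genes (3 passing alone, 0.0414; *Hoxa9*, *Hoxa10* and *Hoxa11*) rose as well. With an estimated correlation 0 of these 14 calls held (adjusted p = 0.0861 to 0.657). The library sets differed in several of these groups, as with *Oasl2* at 44.7, 41.9 and 7.48 FPKM in the Hoxa-flox libraries. Against WT-GFP the median of megakaryocyte genes was 0.09 in Hoxa-flox 1 and 2 and -0.67 in Hoxa-flox 3. In the same order the medians were -0.50 and -0.02 for p53 targets, 1.52 and 0.38 for glycolysis and hypoxia genes and 1.75 and 0.38 for interferon response genes. They were 0.35 and 1.13 for cholesterol synthesis, 0.27 and 0.80 for ribosome biogenesis and 0.10 and 0.49 for respiratory chain genes. Inflammatory genes had -0.21 and -0.675, and late neutrophil genes -1.695 and -3.549. The MLL fusion list (0.64 and 0.54) and the Hoxa genes (0.44 and 0.35) differed less. With array weights 9186 passed.

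After Cre the floxed and WT cells still differed. Hoxa-del cells had less of the macrophage genes *C1qb* (0.153 ± 0.266 against 50.9 ± 4.89 FPKM in WT-Cre) and *Msr1* (0.120 ± 0.0567 against 30.3 ± 1.63), and less *Spp1* (2.74 ± 1.31 against 472 ± 22.0). They had more *Cd34* (61.2 ± 5.23 against 2.11 ± 0.692), *Dlk1* (472 ± 133 against 0.0991 ± 0.0956), *Epha7*, an ephrin receptor (69.1 ± 24.1 against 0.471 ± 0.0749), and the growth factor binding protein *Fgfbp3* (53.2 ± 11.2 against 0.281 ± 0.409). Of 13169 genes, 1716 were higher and 1864 lower (limma, adjusted). Of these, 1290 were also called higher and 1431 also called lower before Cre, against 228 and 251 for independent lists, and 2 were called in opposite directions. The 2 comparisons share no library, but both set the floxed against the WT leukemic cells and were tested in 1 fit. The lists are therefore not independent, and their overlap is no separate replication.

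Monocyte and macrophage genes fell (19 of 26, median -2.74, camera adjusted p = 1.05e-15), as did late neutrophil genes (14 of 22, -2.21, 2.60e-07), among them *Chil3* at 27.2 ± 18.4 against 946 ± 63.3 FPKM. Cytosolic ribosomal proteins (26 of 32, 2.60e-11), ribosome biogenesis genes (18 of 30, 1.004e-06), cholesterol synthesis genes (13 of 22, 1.23e-05) and glycolysis and hypoxia genes (13 of 26, 1.33e-05) rose. Stem and progenitor genes (6 of 12, 1 lower, 0.000737), interferon response genes (8 of 28, 0.00165) and the MLL fusion list (11 of 25, 3 lower, 0.00225) rose too. S phase genes (2 of 28, *Cdc6* and *Mcm2*, 0.0144), mast cell genes (2 of 3, *Gata2* and *Hdc*, 0.0201) and respiratory chain genes (2 of 27, 1 lower, 0.0384) rose as lists. Of 18 mast cell genes listed, only 3 were tested, and *Gata2* was also in the stem and progenitor list. p53 targets (6 of 28 lower, 2 higher, 0.0381) and megakaryocyte genes (4 of 9 lower, 1 higher, 0.0381) fell. With an estimated correlation 0 of the 14 calls held (adjusted p = 0.0669 to 0.746). Against WT-Cre the S phase median was -0.05 in Hoxa-del 2 and 0.92 in Hoxa-del 1 and 3, the libraries of the set with the higher *Mki67*. In the same order the medians were 1.57 and 0.66 for glycolysis and hypoxia genes, 1.60 and 0.54 for interferon response genes and 0.92 and 2.12 for mast cell genes.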

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

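The tests of explanations in this part were chosen after the results were seen. By the interaction test the change with Cre differed between the genotypes for 1 gene and 11 lists. The gene was *Rn7sk* (adjusted p = 1.01e-06, limma), listed at 0 FPKM in the 3 Hoxa-flox libraries, where a failed estimate cannot be told from a measured 0. The lists, with their median log2 differences, were the Hoxa genes (-1.12), the non-coding transcripts of the cluster (-1.18), S phase genes (0.61), mitosis genes (0.62), ribosome biogenesis genes (0.31), primary granule genes (0.29), cholesterol synthesis genes (0.15), inflammatory genes (0.0790), mitochondrially encoded transcripts (1.135), interferon response genes (-0.56) and monocyte and macrophage genes (-0.26). With an estimated correlation the Hoxa genes kept the call (adjusted p = 0.0201); the smallest adjusted p of the other 10 was then 0.205, for primary granule genes. The library set as a term ended 5 of the 11 calls (median and adjusted p with it): cholesterol synthesis (-0.01, 0.806), interferon response (-0.01, 0.249), monocyte and macrophage (-0.02, 0.303), ribosome biogenesis (0.13, 0.102) and mitochondrially encoded (0.52, 0.0804). The median went to 0.23 for S phase and to 0.15 for mitosis genes. Lists that passed only with the term were immediate early (0.37, 2.02e-05) and late neutrophil genes (0.42, 0.00662). ATF4 and unfolded protein response genes (0.10, 0.0326) and dendritic and MHC class II genes (0.30, 0.0330) did so too. With an estimated correlation beside the term, immediate early genes passed (adjusted p = 0.0359) and the other gained lists did not (0.581 to 0.675).

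The Hoxa genes kept a summed level of 33.6%, 55.8% and 47.3% of the Hoxa-flox libraries of the same set in Hoxa-del 1, 2 and 3. Reads of other Hox genes are argued against: the 16 rows of the Hoxb, Hoxc and Hoxd clusters summed to at most 5.45 FPKM in a Hoxa-del library, where the Hoxa genes summed to at least 170, and *Hoxa11* read at most 0.758 in a WT library against at least 8.34 in Hoxa-del. A mislabelled Hoxa-del library is argued against by 5 of 5 Hoxa genes above 30 FPKM for which every Hoxa-del library lay below every Hoxa-flox library. Cells that kept 1 or both copies of the cluster would give an equal fall of all its genes. With the set as a term the falls of 6 genes spanned 0.513 on the log2 scale (-1.17 to -0.655, with SE of 0.109 to 0.243). Relative to the same set, these genes kept 23.8% (*Hoxa11*) to 73.9% (*Hoxa2*) in Hoxa-del 1. They kept 50.5% to 64.8% in Hoxa-del 2 and 41.0% to 64.6% in Hoxa-del 3. The widest range is that of a single library against a single library (Hoxa-flox 3), so an equal fall is left open.

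The 6 libraries of floxed cells formed 2 sets that cross the labels, on a first component with 64.4% of their variance. Swapped labels of Hoxa-del 2 and Hoxa-flox 3 are argued against by *Hoxa9*, at 114 FPKM in Hoxa-del 2 and at least 217 in the Hoxa-flox libraries. Depth is argued against, since the ranges of the sets (6.45 to 13.5 M and 7.80 to 15.4 M fragments) overlap by 5.68 M. Cells of the WT leukemia in one set are argued against: *C1qa*, *C1qb* and *C1qc* reached at most 0.945% of their WT level in any floxed library, where the gap in *Tfrc* would need 85.1%. The labels name no difference in culture, sorting day or batch, and this was not tested.

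With 10 splits of 6 libraries the share can never be under 0.05. For Hoxa-del against Hoxa-flox, 2 of the 10 splits called at least the 4 genes of the real one; the other, Hoxa-del 1, Hoxa-del 3 and Hoxa-flox 3 against the rest, called 6847. For WT-Cre against WT-GFP 1 of 10 did (2 genes, highest other 1), for Hoxa-flox against WT-GFP 1 of 10 (3525 genes, highest other 0) and for Hoxa-del against WT-Cre 1 of 10 (3580 genes, highest other 1). For the interaction, 20 of 100 splits called at least 1 gene. Of these, 9 kept the 3 Hoxa-del libraries together, the real split among them, and moved at most WT labels. Another 9 followed the library sets and called up to 5269 genes, which points to the structure of the libraries, and 2 more called 1 gene each. The real grouping recurs among the splits, so their number is no measure of chance.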

How the results depend on the processing

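The library set as a term and the keeping of repeated symbols were chosen after the data were seen. For Hoxa-del against Hoxa-flox the count of 4 became 7 without the filter, 5173 with array weights, 1 with only the 2 groups, and 2 to 787 with 1 library left out. Array weights gave Hoxa-del 2 a weight of 0.0881 and Hoxa-flox 3 one of 0.0967, so mainly libraries of different sets were compared. The same holds for the fit without Hoxa-del 2, which gave the 787. For WT-Cre against WT-GFP 2 became 5, 18, 5 and 0 to 7. For the interaction 1 became 4 without the filter, 3452 with array weights and 1 to 5. Array weights gave 9186 genes for Hoxa-flox against WT-GFP; leaving out 1 library gave 2405 to 4195 there and 2552 to 3995 for Hoxa-del against WT-Cre.

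With the replicate number as a block the counts were 3, 0, 1, 3593 and 3635 in the order of the report. Deviations of libraries with the same number correlated at -0.30, 0.60 and 0.72 in floxed cells, in line with the sets, and at 0.01, -0.01 and 0.09 in WT cells, so the numbers were not read as pairs.

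Of the lists, 7, 8, 11, 14 and 14 passed, and 1, 0, 1, 0 and 0 with an estimated correlation; 2 passed for WT-Cre against WT-GFP with a pseudocount of 0.1. The summed Hoxa difference stayed between -1.35 and -0.97. In WT-Cre vs WT-GFP, where 0 Hoxa genes were called, the small changes turned in sign. With 1 library left out Hoxa7, WT-Cre vs WT-GFP, ran from -0.1446 (without WT_GFP replicate 2) to 0.01773 (without WT_GFP replicate 1). Hoxa9, WT-Cre vs WT-GFP, was 0.002179 with upper-quartile rescaling, and ran from -0.09108 (without WT_Cre replicate 2) to 0.02076 (without WT_GFP replicate 1). Hoxa11, WT-Cre vs WT-GFP, was 0.08819 with array weights, and ran from -0.1263 (without WT_GFP replicate 3) to 0.04163 (without WT_Cre replicate 2).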

Other observations

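The tests of explanations in this part were chosen after the results were seen, as were most of the genes named in it. The libraries of floxed cells differed in cell cycle, interferon and mitochondrial transcripts within each group. The mitotic kinase gene *Cdk1* read 24.2, 18.7 and 69.5 FPKM in Hoxa-flox 1, 2 and 3 and 61.0, 30.4 and 68.2 in Hoxa-del 1, 2 and 3. The transferrin receptor gene *Tfrc* read 8.45, 8.81 and 47.8 and then 56.1, 11.9 and 46.5, and the mitochondrially encoded *mt-Cytb* 431, 513 and 1546 and then 1844, 596 and 2934. The reverse order held for *Zbp1*, a nucleic acid sensor induced by interferon, at 106, 108 and 20.1 and then 13.05, 90.7 and 14.4, and for *S100a6*, at 366, 367 and 39.4 and then 46.3, 431 and 41.6. In the 6 WT libraries *Mki67* stayed between 65.1 and 78.2 FPKM and *Zbp1* between 7.40 and 8.92.

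With the library set as a term, immediate early genes rose in Hoxa-del against Hoxa-flox as a list (21 genes, median 0.28, camera adjusted p = 2.78e-05; adjusted p = 0.0353 with an estimated correlation). It was 1 of 5 lists that passed only with the term; the smallest adjusted p of the other 4 with an estimated correlation was 0.337. Without the term immediate early genes did not pass (median 0.02, adjusted p = 0.462), and 0 of the 21 passed alone. Their medians within the sets were 0.19 and 0.12. The sets were read from the same values, so p-values with the term may be too small. *Hnf4a*, a liver transcription factor, read 23.7 to 50.6 FPKM in the floxed cells and at most 0.0619 in WT cells. *Nnt*, a mitochondrial transhydrogenase that lacks several exons in C57BL/6J mice, read 10.1 to 17.4 FPKM in the floxed and 30.8 to 36.3 in the WT cells. *Xist* read 111 to 122 in WT cells, 134, 138 and 144 in Hoxa-flox and 293, 124 and 266 in Hoxa-del. The Y-linked *Eif2s3y* read 0.943 to 1.68 in the WT cells and at most 0.143 in the floxed cells.

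*Pgk1* and *Aebp1* averaged lower with Cre in both genotypes. A joint fall of glycolysis is argued against, because the other 25 glycolysis and hypoxia genes had a median change of -0.0713 in WT cells and none below -0.278 (*Eno1*), against -2.14 for *Pgk1*. The pair moved together: log2 of *Aebp1* over *Pgk1* ranged over 0.696 across the 12 libraries, where log2 of *Pgk1* ranged over 4.01. Both genes were picked for their fall with Cre in these same libraries. The narrow range of the ratio therefore follows in part from that choice and is no separate test of a shared source. A hypothesis is that the control virus carries sequence that is counted with these genes; it could be tested by aligning the reads to the vector. The virus sequences were not used here, so with a ratio range of 0.696 alone this may not be told apart from an effect of Cre.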
